A study of Homo sapiens with 24 samples.

How the data were processed

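The series measured polyadenylated RNA from A549 cells, a human cell line derived from a lung adenocarcinoma. Cells received a pool of siRNAs against BOP1 or an siRNA against firefly luciferase (FLuc), an insect gene, as the control. After 48 h they were given medium with interferon beta (IFN) at 1000 U/mL or a mock treatment, and RNA was taken after 8 h or 12 h. This makes 8 groups of 3 libraries, 24 in all. Per the labels, RNA was extracted with TRIzol and a spin-column kit with DNase treatment, and libraries were made with a stranded mRNA kit.

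The deposited table holds TPM values (transcript abundance scaled to a fixed column total) for 60609 gene rows and 24 columns, and each column sums to 1000000. The labels and the table name no aligner, quantification tool, genome build or annotation, so these are not stated, and no step before the TPM values is described here. TPM is a share of a fixed total: a strong rise of some transcripts lowers the TPM of all others. TPM keeps no sequencing depth, so the depth of each library is unknown, and no counting interval or detection floor can be given.

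Column names were matched to the samples by group and replicate number. For 16 columns the number matched a replicate of the labels. The other 8 columns, 1 per group, end in the number 4, whereas the labels number the replicates of each group up to 3. Those columns were used as members of their group only and are called the libraries numbered 4. No column was left out. No 2 columns were identical. Pearson r of log2 values between libraries of 1 group lay between 0.961 and 0.988.

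Gene symbols came from a table of Ensembl gene IDs, which named 60295 of the rows, ignoring the ID version. Positions and transcript properties came from GENCODE 29 on GRCh38. That annotation held 58502 of the row IDs, and 41779 with the same version, so it is not the exact annotation of the table. Coordinates are those of GENCODE 29. Rows for the Y copy of the pseudoautosomal region (45) were kept as they stand. How reads shared between paralogs, pseudogenes or overlapping genes were assigned is not stated, so values of ribosomal protein, IFIT, OAS, heat shock and other multigene families are uncertain to that extent.

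Genes with at least 1 TPM in at least 3 libraries were tested (16062 genes). Values were analysed as log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with an intensity trend), with 1 mean per group over all 24 libraries and no block. All fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. There were 12 comparisons: the IFN effect for each siRNA and time, the BOP1 siRNA effect for each treatment and time, the siRNA by IFN interaction at each time, and the time by IFN interaction for each siRNA. The Benjamini-Hochberg adjustment was made over genes within a comparison, with a threshold of 0.05. Standard errors are limma's. Group values are mean ± SD of TPM. BOP1 was also compared with a two-sided exact permutation test, whose smallest p for 3 against 3 libraries is 0.1.

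Gene lists were written before the data were examined: interferon-stimulated genes (ISG list, 102 genes, 101 tested), ribosomal proteins (79), ribosome biogenesis factors (135) and p53 targets (58, of which 54 were tested). They were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 20 tests, and also with fry and with an estimated correlation. Genes named in the text followed a rule: BOP1; for each siRNA (IFN effect) or treatment (BOP1 siRNA effect), the 5 largest rises and 5 largest falls by the mean of the 8 h and 12 h changes, among genes past the threshold at both times with no overlap of replicates and at least 5 TPM in the higher group; for interactions, the same number among genes past the threshold with at least 5 TPM in a group; and a fixed set that holds IFIT1, MX1, ISG15, OAS1, IRF9, PES1, WDR12, CDKN1A and MDM2. A further gene of the fixed set is not reported here.

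Libraries with the same column number deviated together. Over the 8 comparisons of 2 groups, the correlation across genes of the deviations from the group means of same-numbered libraries ran from 0.115 to 0.508 over the 3 numbers, above 0.1 each time. For the labelled replicates 1 and 2 alone, it ran from -0.012 to 0.156 and passed 0.1 in 3 of the 8 comparisons. At 12 h these values were 0.019, -0.012, 0.085 and 0.003. A shift of the libraries numbered 4 moves the group means and so gives those numbered 1 and 2 a shared deviation. A pairing of the numbers 1 and 2 was therefore not shown at 12 h. A fit with the column number as a block within each time was added after this was seen. Its counts are printed beside the others where they differ by more than 1.5 times.

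The alternatives were a pseudocount of 0.1, no filter beyond a value above 0, a filter at a mean of 5 TPM, median-of-ratios rescaling, quantile normalization, eBayes without the trend, only the groups compared in the fit, the replicate number as a block (replicates 1 and 2, the only numbers shared with the labels), and leaving out each library in turn. The block on the column number and a fit of libraries numbered 1 and 2 alone were added after the data were seen.

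The limma fit was tested on simulated data for the same 16062 genes. Of 200 genes changed by 1 on the log2 scale, 168 were recovered (84%) with 12 false calls. Of 200 changed by 2, 197 were recovered (98.5%) with 5 false calls, and with no changed gene there were 0 calls. The changed genes were drawn only among those with a mean log2(TPM + 1) at or above that of 5 TPM. The simulated noise was normal and independent between libraries. These rates therefore do not cover lower genes, nor the shared deviations of same-numbered libraries. A scan of 7-mers in annotated 3′ UTRs used numpy 2.4.6 over 12154 genes, BOP1 left out. It related the presence of each 7-mer to the mean moderated statistic of the 4 BOP1 siRNA comparisons after removing what UTR length, UTR GC content and expression explain, with 1000 permutations of genes and a family-wise p over 16375 7-mers. On simulated data over the same 12154 genes, a planted 7-mer was recovered. UTRs under a minimum length, or of transcripts without a complete annotated coding sequence, were not used. Random gene lists, matched on expression or also on transcript length and GC content, were drawn 10000 times from the 100 nearest genes of each member. How close these genes came to the member was not measured. Ranges of random lists leave out the outermost draws on each side. Figures were drawn with matplotlib 3.10.9.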

Results

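Expression was profiled in A549 cells, a human lung adenocarcinoma line, to follow the transcript response to interferon beta (IFN) when BOP1 is depleted. BOP1 is a protein needed for maturation of the large ribosomal subunit. The series concerns ribosome biogenesis and the translation of transcripts with non-optimal codons during IFN stimulation. The libraries analysed here are of total polyadenylated RNA and carry no measure of translation. Cells received an siRNA pool against BOP1 (siBOP1) or a control siRNA against firefly luciferase (siFLuc), then a mock treatment or IFN for 8 h or 12 h, with 3 libraries in each of the 8 groups. Between 13844 and 14509 genes per library reached 1 TPM. The 10 highest genes held 9.50% to 16.2% of TPM and mitochondrial genes 6.86% to 15.9%. The lowest of both shares belonged to the siFLuc mock 12 h library numbered 4. Sequencing depth is unknown because the values are TPM.

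Libraries of a group did not agree equally well. At 12 h, Pearson r of log2 values was 0.985 to 0.988 between the libraries numbered 1 and 2, and 0.961 to 0.977 for pairs with a library numbered 4. At 8 h the ranges were 0.981 to 0.986 and 0.978 to 0.982. With limma and a block on the column number, 6481 genes differed at 12 h between the libraries numbered 4 and the mean of those numbered 1 and 2 (adjusted p under 0.05), against 2774 at 8 h. The libraries numbered 2 and 1 differed in 1 gene at 12 h and 74 at 8 h. This split crosses all 8 groups, so it is balanced over treatment and siRNA, and values by column number are given below where a comparison rests on it.

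The first question was whether the targeted transcript fell. BOP1 (ENSG00000261236.8; chromosome 8, 144262102 to 144291370, minus strand, protein-coding, GRCh38) was lower in every siBOP1 library than in any siFLuc library of the same treatment and time. In mock cells at 8 h it was 18.6 ± 0.75 TPM (SD, n = 3) with siBOP1 and 66.4 ± 10.7 TPM (SD, n = 3) with siFLuc, or 28.1% of the control. In mock cells at 12 h it was 14.9 ± 1.05 against 63.3 ± 13.9 TPM (SD, n = 3 each), or 23.5%. Under IFN the values were 16.6 ± 0.55 against 56.1 ± 8.23 TPM at 8 h (29.6%) and 11.1 ± 1.28 against 46.03 ± 14.7 TPM at 12 h (24.1%), each SD with n = 3. The exact permutation p was 0.1 in each of the 4 comparisons, the smallest that 3 against 3 libraries allow. The log2 fold changes were -1.77, -2.00, -1.69 and -1.92 (SE 0.18 each), with limma adjusted p of 1.2e-05, 3.05e-06, 1.6e-05 and 1.47e-05. The alternative that moved this most was a fit of only the groups compared, where the adjusted p under IFN at 12 h was 0.224 and the fold change stayed at -1.92.

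**Figure D1:**
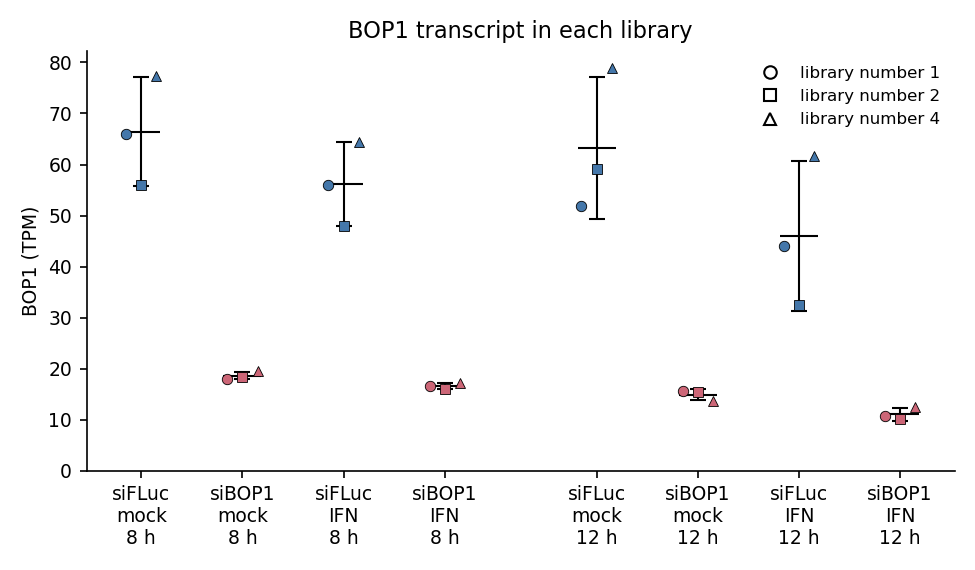
BOP1 TPM (y axis, from 0) in each of the 24 libraries, by group, with symbols for the library number and bars for the mean and SD of 3 libraries. The siBOP1 libraries sit at or below 19.5 TPM and the siFLuc libraries at or above 32.4 TPM.

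BOP1 itself changed less under IFN than between the siRNAs. Its log2 fold change was -0.24 at 8 h and -0.48 at 12 h in siFLuc cells, and -0.16 and -0.40 in siBOP1 cells (SE 0.18 each). None passed the limma threshold (adjusted p 0.481, 0.0882, 0.613 and 0.155). With the column number as a block, the 12 h falls did (adjusted p 0.0205 in siFLuc and 0.0479 in siBOP1 cells).

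The next comparison was IFN against mock treatment, in control cells and in BOP1-depleted cells. In siFLuc cells 927 genes were higher and 814 lower at 8 h (limma adjusted p under 0.05), and 1134 and 1032 at 12 h. In siBOP1 cells 962 genes were higher and 1464 lower at 8 h, and 1152 and 1218 at 12 h. Of these, 457 higher and 66 lower genes in siFLuc cells at 8 h changed by at least 1 on the log2 scale. The corresponding numbers were 527 and 88 at 12 h, and in siBOP1 cells 491 and 118 at 8 h and 522 and 88 at 12 h. With the column number as a block the counts were 1323 higher and 2047 lower (siFLuc, 8 h), 1794 and 2532 (siFLuc, 12 h), 1375 and 3278 (siBOP1, 8 h), and 1826 and 2661 (siBOP1, 12 h).

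The balance of higher and lower genes depended on scaling. The median of all genes was -0.09 (siFLuc, 8 h), -0.06 (siFLuc, 12 h), -0.14 (siBOP1, 8 h) and -0.08 (siBOP1, 12 h) on the log2 scale. Median-of-ratios rescaling raised it by 0.125 in siBOP1 cells at 8 h. The share of higher genes among those called went from 53.2% to 66.9% in siFLuc cells at 8 h (1116 higher and 552 lower after rescaling) and from 52.4% to 62.6% at 12 h (1370 and 817). In siBOP1 cells it went from 39.7% to 63.6% at 8 h (1290 and 737) and from 48.6% to 61.6% at 12 h (1407 and 877). Quantile normalization moved 3 of the 4 shares the other way, to 51.5% (siFLuc, 8 h), 44.1% (siFLuc, 12 h) and 42.4% (siBOP1, 12 h), and gave 47.2% for siBOP1 cells at 8 h.

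**Figure D2:**
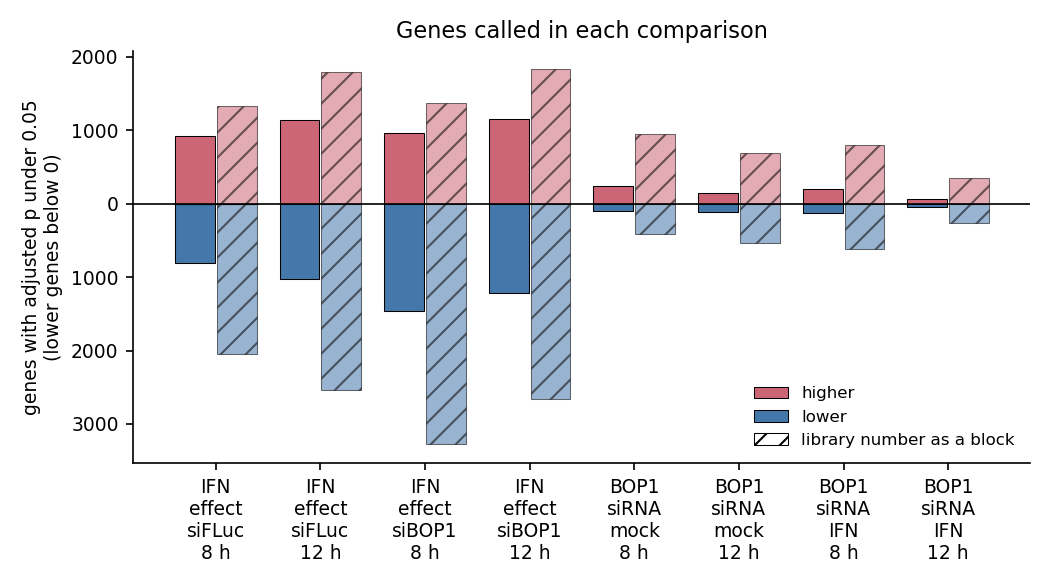
Genes with limma adjusted p under 0.05 in each of the 8 comparisons of 2 groups (x axis); higher genes are drawn above 0 and lower genes below 0 on the y axis (number of genes). Solid bars are the fit without a block and hatched bars the fit with the library number as a block; the IFN bars reach 1464 lower genes without and 3278 with the block.

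The genes with the largest rises were IFIT1, MX1, IFIT2, OAS2 and IFI27 with both siRNAs. IFIT1 (ENSG00000185745.10; chromosome 10, 89392546 to 89406486, plus strand) went from 2.13 ± 1.58 to 1209 ± 91.7 TPM (SD, n = 3 each) in siFLuc cells at 8 h, a log2 fold change of 8.72 (SE 0.34, limma adjusted p 2.32e-14). In siBOP1 cells at 8 h it went from 1.77 ± 0.33 to 1392 ± 40.2 TPM (SD, n = 3 each), a log2 fold change of 8.98 (SE 0.34, adjusted p 1.43e-14). At 12 h the IFIT1 fold changes were 8.39 and 8.69. MX1 (ENSG00000157601.14; chromosome 21, 41420304 to 41459214, plus strand) changed by 8.45 and 8.30 in siFLuc cells at 8 h and 12 h, and by 8.63 and 7.96 in siBOP1 cells (SE 0.19 each). The fixed genes ISG15, OAS1 and IRF9 rose by 7.41, 4.89 and 2.95 in siFLuc cells at 8 h and by 7.64, 5.37 and 2.98 in siBOP1 cells. For each of these genes every alternative kept the direction and an adjusted p under 0.05.

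The largest falls were smaller. DANCR, annotated as a processed transcript (ENSG00000226950.7; chromosome 4, 52712404 to 52720351, plus strand), went from 59.6 ± 10.5 to 8.22 ± 1.12 TPM (SD, n = 3 each) in siFLuc cells at 12 h, a log2 fold change of -2.71 (SE 0.18, limma adjusted p 2.33e-10), and by -2.66 in siBOP1 cells. TNFRSF10D (ENSG00000173530.6; chromosome 8, 23135588 to 23164030, minus strand) changed by -3.06 and -1.68 at 8 h and 12 h in siFLuc cells and by -3.04 and -1.96 in siBOP1 cells (SE 0.24 each). ODC1, FAM171A1 and NT5DC2 completed the siFLuc set, with log2 fold changes at 8 h of -2.14, -2.21 and -1.83. In siBOP1 cells the set held FAM171A1, NT5DC2 and ATPSCKMT, with -2.28, -1.97 and -1.79.

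The ISG list moved together. Its median log2 fold change was 2.98 at 8 h and 2.93 at 12 h in siFLuc cells, and 3.00 and 2.96 in siBOP1 cells. All 101 members were above 0 in siFLuc cells at both times, and 100 of 101 in siBOP1 cells. In siFLuc cells at 8 h, 95 members were called higher over all genes tested and 98 when adjusted over the list alone. At 12 h these were 97 and 100. In siBOP1 cells they were 98 and 98 at 8 h, and 95 and 99 at 12 h. The camera adjusted p was 5.58e-198 and 1.91e-167 in siFLuc cells and 4.04e-191 and 3.84e-165 in siBOP1 cells, and the 4 calls held under fry and under an estimated correlation. By column number the median lay between 2.90 and 3.17.

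Genes called at 8 h with both siRNAs numbered 1393, against 263 for independent sets, and all had the same sign. At 12 h 1610 were shared, against 320, again all with the same sign. The log2 fold changes correlated across genes at Pearson r 0.849 at 8 h and 0.857 at 12 h (Spearman rho 0.651 and 0.714). Genes are not independent replicates. The 2 comparisons use separate libraries. Between times, 1242 genes were called at both 8 h and 12 h in siFLuc cells and 1530 in siBOP1 cells.

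**Figure D3:**
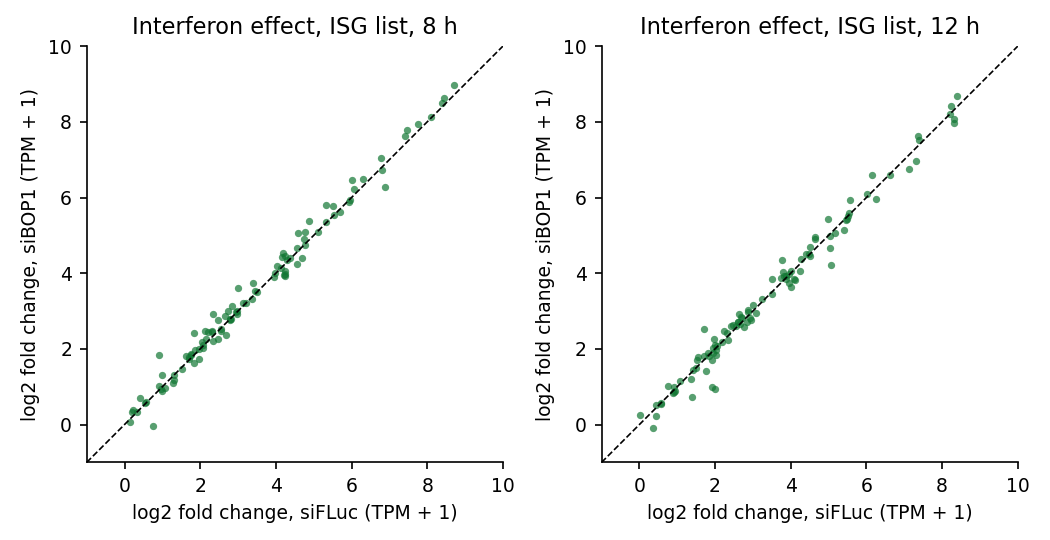
Log2 fold change (TPM + 1) of each ISG list member under IFN in siFLuc cells (x axis) and in siBOP1 cells (y axis), at 8 h and 12 h; each point is 1 gene and the dashed line marks equal change. The points lie along the line, with list medians of 2.98 and 3.00 at 8 h and 2.93 and 2.96 at 12 h.

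The design then asks whether BOP1 depletion changed the response to IFN, tested as the siRNA by IFN interaction. No gene passed the limma threshold at 8 h or 12 h (0 higher and 0 lower at each time). At an unadjusted p under 0.05 there were 353 genes at 8 h and 259 at 12 h, where 803 are expected by chance. With the column number as a block the counts stayed at 0, with 806 and 671 genes at an unadjusted p under 0.05. For the ISG list, the median interaction at 8 h was 0.04 against -0.04 for the other genes, with 66 of 101 members above 0. This passed camera at the preset correlation (adjusted p 1.88e-05), but not fry (0.526) or an estimated correlation (0.317). At 12 h the median was 0.02 against -0.01 (camera adjusted p 0.592), with 57 of 101 members above 0. Without the siFLuc IFN 8 h library numbered 4, the 8 h median was 0.02 (camera adjusted p 0.0926). The 12 h value turned negative in a fit of libraries numbered 1 and 2 alone (-0.03) and without the siFLuc IFN 12 h library numbered 4 (-0.07, camera adjusted p 0.00181), whereas without the library numbered 2 of that group it was 0.05, past the camera threshold in the other direction.

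The BOP1 siRNA effect was also compared within each treatment. In mock cells 240 genes were higher and 107 lower at 8 h, and 145 and 112 at 12 h (limma adjusted p under 0.05). Under IFN 200 were higher and 122 lower at 8 h, and 63 and 43 at 12 h. Few changed by at least 1 on the log2 scale: 22 higher and 10 lower in mock cells at 8 h, 12 and 17 at 12 h, 23 and 15 under IFN at 8 h, and 10 and 9 at 12 h. The counts depended strongly on the fit. With the column number as a block they were 949 and 415 (mock, 8 h), 693 and 538 (mock, 12 h), 799 and 616 (IFN, 8 h), and 347 and 259 (IFN, 12 h). With only the groups compared they were 17 and 24, 2 and 8, 11 and 12, and 0 and 1. In mock cells at 8 h the share of higher genes went from 69.2% to 57.5% under median-of-ratios rescaling (204 higher and 151 lower) and under quantile normalization (227 and 168). Under IFN at 12 h it went from 59.4% to 50.4% (57 and 56) and 52.9% (64 and 57). There lower genes outnumbered higher ones with the replicate number as a block (74 higher and 95 lower). They also did with the libraries numbered 1 and 2 alone (48 and 53). Under IFN at 8 h the share went from 62.1% to 62.9% and 56.8% under the rescalings.

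Of the genes called in mock cells at 8 h, 192 were also called under IFN at 8 h, against 6.96 for independent sets, and all had the same sign. At 12 h 76 were shared, against 1.70. The largest rise was that of HINT1 (ENSG00000169567.12; chromosome 5, 131159027 to 131171735, minus strand), from 251 ± 21.1 to 637 ± 20.9 TPM (SD, n = 3 each) in mock cells at 8 h, a log2 fold change of 1.35 (SE 0.18, limma adjusted p 0.000384). It changed by 1.56, 1.43 and 1.24 in the other 3 comparisons. TM4SF20, STARD10, BDKRB2 and FGB followed in mock cells, with 1.24, 1.03, 1.07 and 0.99 at 8 h. STARD10 kept the threshold at 8 h in 6 of the 10 settings other than leaving out a library (adjusted p up to 0.0932), and lost it in 4 of the 6 fits that each left out 1 library (up to 0.119). At 12 h it lost it in 3 of 6 such fits (up to 0.107) and BDKRB2 in 1 of 6 (0.055), and BDKRB2 kept it in 8 of the 10 other settings. With only the groups compared, STARD10, BDKRB2 and TM4SF20 did not pass in mock cells at 12 h (adjusted p 0.23, 0.189 and 0.161), nor did STARD10 and BDKRB2 at 8 h (0.0932 and 0.0552). Under IFN the set held TM4SF20, RRAD, TTC39A and FGB, with 1.30, 1.51, 1.19 and 1.14 at 8 h. With only the groups compared, TM4SF20 and TTC39A did not pass there (0.0983 and 0.0897), and none of the 4 passed at 12 h (0.224, 0.317, 0.317 and 0.317). RRAD at 12 h also did not pass with the libraries numbered 1 and 2 alone.

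After BOP1, the largest falls were those of CHCHD5, XRCC6, DPM3 and UNG in mock cells, and of CDCA7L, CHCHD5, XRCC6 and DPM3 under IFN. XRCC6 (ENSG00000196419.12; chromosome 22, 41621119 to 41664048, plus strand) went from 303 ± 12.8 to 113 ± 1.91 TPM (SD, n = 3 each) in mock cells at 8 h, a log2 fold change of -1.42 (SE 0.12, limma adjusted p 1.42e-06), and by -1.49, -1.32 and -1.13 in the other 3 comparisons. CHCHD5 (ENSG00000125611.15; chromosome 2, 112584240 to 112589275, plus strand) changed by -1.79 (SE 0.15, adjusted p 1.42e-06) in mock cells at 8 h. DPM3 and UNG changed by -1.20 and -1.11 there, and CDCA7L by -1.83 under IFN at 8 h. Under IFN at 12 h DPM3 changed by -1.11 and lost the threshold in 3 of the 6 fits that each left out 1 library (adjusted p up to 0.0937) and in 3 of the 10 other settings. With only the groups compared it also did not pass in mock cells at 12 h (0.147) or under IFN at 8 h (0.0711). The annotated 3′ UTRs of XRCC6, DPM3 and CDCA7L hold the 7-mer GCCAGTT 1 time each and that of UNG 2 times. In mock cells at 8 h, 54 of the 90 lower genes with a 3′ UTR in use carried it (60%), against 9.89% of the other genes. The 3′ UTR of CHCHD5 holds 0 copies. In a fit of only the groups compared under IFN at 12 h, BOP1, CHCHD5, XRCC6, CDCA7L, DPM3 and HINT1 did not pass the threshold (adjusted p 0.224, 0.224, 0.229, 0.299, 0.398 and 0.406), with the same fold changes.

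PES1 and WDR12 encode the partners of BOP1 in the PeBoW complex. PES1 changed by -0.09, -0.17, -0.12 and -0.10 and WDR12 by 0.03, -0.39, -0.09 and -0.03 in the mock 8 h, mock 12 h, IFN 8 h and IFN 12 h comparisons. None passed the limma threshold, with adjusted p from 0.304 to 0.988 for WDR12 and from 0.463 to 0.868 for PES1. The WDR12 value in mock cells at 8 h turned negative under both rescalings. The p53 targets CDKN1A and MDM2 changed by 0.36 and 0.25 in mock cells at 8 h (adjusted p 0.561 and 0.914). With the replicate number as a block CDKN1A passed the threshold there (adjusted p 0.038), and with the column number as a block it did not (0.0526). MDM2 in mock cells at 12 h changed by -0.20, and by -0.57 without the siBOP1 or 0.32 without the siFLuc library numbered 4, with 136 TPM in the siFLuc mock library numbered 4 against 49.4 and 42.4 TPM in those numbered 1 and 2.

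Among the gene lists, the ribosomal protein list was lower with siBOP1. Its median log2 fold change was -0.19 (mock, 8 h), -0.13 (mock, 12 h), -0.09 (IFN, 8 h) and -0.08 (IFN, 12 h), with 78, 73, 69 and 70 of 79 members below 0. The camera adjusted p was 3.23e-31, 2.29e-14, 5.72e-09 and 1.02e-09. Over all genes tested 7, 3, 5 and 2 members were called lower, and 23, 11, 8 and 5 when adjusted over the list alone. The ribosome biogenesis list had medians of -0.14, -0.23, -0.20 and -0.15, with 117, 127, 116 and 120 of 135 members below 0 (BOP1 is among them) and camera adjusted p of 5.06e-11, 9.77e-19, 1.3e-11 and 6.35e-11. Over all genes 2, 4, 4 and 1 members were called lower, and 2, 5, 4 and 1 when adjusted over the list alone. Of these 8 list calls, the ribosomal protein list in mock cells at 8 h held under fry (adjusted p 0.0133) and none held under an estimated correlation, where the lowest adjusted p was 0.0752. By column number, the ribosomal protein medians ran from -0.24 (number 2) to 0.01 (number 4), both under IFN at 8 h. The ribosome biogenesis medians ran from -0.47 (mock, 12 h, number 4) to -0.06 (mock, 8 h, number 2). Single libraries moved these medians by over 1.5 times. Without the siFLuc library numbered 4 of each comparison, the ribosome biogenesis medians were -0.06, -0.11, -0.13 and -0.07. Without the siFLuc library numbered 2, the ribosomal protein median under IFN at 8 h was -0.02. All stayed past the camera threshold at the preset correlation.

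The p53 target list was higher in mock cells at 8 h (median 0.09, 46 of 54 members above 0, camera adjusted p 0.0333), which did not hold under fry (0.430), an estimated correlation (0.729) or in 3 of the 6 fits that each left out 1 library (camera adjusted p up to 0.0854). Its medians in the mock 12 h, IFN 8 h and IFN 12 h comparisons were 0.07, 0.01 and -0.03 (camera adjusted p 0.0883, 0.104 and 0.353). Leaving out 1 library moved the mock 12 h value past the threshold in 3 of 6 fits (lowest 0.00514) and the IFN 12 h value in 2 of 6 (lowest 0.000504, with a median of 0.20). Over all genes tested, 3, 2, 3 and 2 members were called higher and 1, 1, 0 and 0 lower. When adjusted over the list alone, 3, 2, 5 and 2 were higher and 1, 1, 1 and 0 lower. The ISG list did not pass the threshold with siBOP1 in mock cells (medians 0.07 at 8 h and 0.04 at 12 h, camera adjusted p 0.242 for both), but did at 8 h without the siFLuc library numbered 2 (0.0181). It had 2 members called higher and 1 lower at 8 h and 1 each way at 12 h, the same numbers when adjusted over the list alone.

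**Figure D4:**
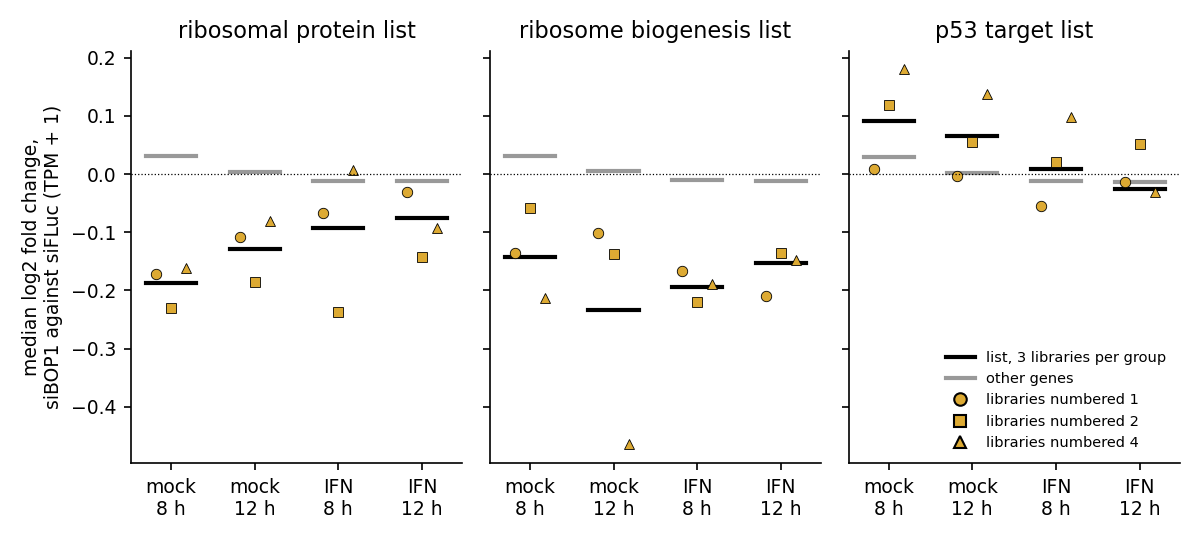
Median log2 fold change (TPM + 1) of siBOP1 against siFLuc (y axis) for 3 gene lists in the 4 comparisons (x axis). Black lines are the list over 3 libraries per group, grey lines the other genes, and symbols the difference between the libraries of 1 number; the ribosomal protein list runs from -0.19 to -0.08 and the ribosome biogenesis list from -0.23 to -0.14.

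The last comparison asked whether the IFN effect differed between 8 h and 12 h. In siFLuc cells 1 gene passed the limma threshold, ACO1 (ENSG00000122729.19; chromosome 9, 32384603 to 32454769, plus strand). It went from 51.4 ± 6.72 to 22.1 ± 2.21 TPM at 8 h and from 58.7 ± 3.76 to 12.2 ± 0.29 TPM at 12 h (SD, n = 3 each). The difference between the fold changes was -0.996 (SE 0.15, adjusted p 0.0221). It kept its direction but not the threshold in 9 of the 12 fits that each left out 1 library, and under median-of-ratios rescaling, quantile normalization and only the groups compared (adjusted p up to 0.295). In siBOP1 cells 0 genes passed, and ACO1 differed by -0.84 (adjusted p 0.116). At an unadjusted p under 0.05 there were 575 genes in siFLuc cells and 603 in siBOP1 cells, where 803 are expected. With the column number as a block, 2 genes were higher and 2 lower in siFLuc cells, and 1 and 3 in siBOP1 cells. ACO1 was among the lower genes with both siRNAs (adjusted p 0.00021 and 0.00238).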

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

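The comparison of the ISG list between times was chosen only after the result was seen.

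The first result is a difference between groups: the IFN effect on the ISG list was higher in siBOP1 than in siFLuc cells at 8 h, by a median interaction of 0.039 on the log2 scale, with 66 of 101 members above 0. It passed camera at the preset correlation (adjusted p 1.88e-05) but not fry (0.526) or an estimated correlation (0.317). No single gene passed the threshold (0 genes, 353 at an unadjusted p under 0.05). Of 100 drawn splits of the 12 libraries within each treatment, 48 gave a list difference as large at 8 h and 83 at 12 h. Splits that exchange the siRNAs in 1 treatment carry the siRNA effect itself, which raises these counts. For the number of genes it was 100 of 100 at both times, which says nothing, since any split gives at least 0 genes. Low mock levels were argued against, since the list stood 0.065 above the other genes among the 61 members with a mock mean of at least 5 TPM, against 0.082 for the whole list. A trend with expression was also argued against, as 0% of 10000 random lists matched on expression had a median as high. A BOP1 effect shared by both times cannot be told apart from variation between libraries: the 12 h camera adjusted p was 0.592, and single libraries moved that result past the threshold in both directions. The 8 h result may therefore rest on correlated genes in few libraries. Without the siFLuc IFN 8 h library numbered 4 its median was 0.020 (camera adjusted p 0.0926). That was the only 1 of 12 fits without a library that lost the camera threshold. The 10 other settings kept it (camera adjusted p up to 0.00102), so under camera the call hung on no other single library.

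The second result is a difference between times: ACO1 fell further under IFN at 12 h than at 8 h in siFLuc cells, by -0.996 on the log2 scale (limma adjusted p 0.0221). Without the libraries numbered 4 the difference was -1.01, which argues against the batch of 12 h libraries numbered 4. The siBOP1 cells, which are separate libraries, gave -0.84 (adjusted p 0.116, unadjusted p 1.44e-05). With the column number as a block, chosen after the data were seen, limma called ACO1 there too (adjusted p 0.00238). Whether the difference itself differed between the siRNAs was not tested. Of 100 drawn splits of the 12 siFLuc libraries, 17 gave at least as many genes. For siBOP1 cells 0 genes passed without a block (603 at an unadjusted p under 0.05), so the 100 of 100 splits with as many say nothing. Splits that exchange the times carry the time effect. Across the alternatives the adjusted p ran from 0.00021 to 0.295. A fall that deepens with time under IFN is a candidate explanation, and transcription and decay were not measured here.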

How the results depend on the processing

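The block on the column number and the fit of libraries numbered 1 and 2 alone were chosen after the data were seen, and the other alternatives, the gene lists and the rule for named genes before the data were examined. The IFN effects on the ISG list and on IFIT1, MX1, IFIT2, OAS2, IFI27, ISG15, OAS1 and IRF9 kept their direction and their side of the threshold under every alternative. With the fits that each left out 1 library included, ISG medians ran from 2.89 to 3.44 (siFLuc, 8 h), 2.89 to 3.17 (siFLuc, 12 h), 2.98 to 3.56 (siBOP1, 8 h) and 2.85 to 3.18 (siBOP1, 12 h). The ribosomal protein and ribosome biogenesis lists with siBOP1 kept theirs under camera too. Over the 10 settings other than leaving out a library, their medians nearest 0 were -0.093, -0.048, -0.058 and -0.044, and -0.096, -0.127, -0.174 and -0.132, in the order mock 8 h, mock 12 h, IFN 8 h and IFN 12 h. Leaving out 1 library, the ribosomal protein medians ran from -0.237 to -0.125, -0.145 to -0.087, -0.153 to -0.023 and -0.128 to -0.050, and the ribosome biogenesis medians from -0.195 to -0.063, -0.305 to -0.110, -0.246 to -0.128 and -0.248 to -0.067. The ribosome biogenesis medians nearest 0 came without the siFLuc library numbered 4 of each comparison, and the ribosomal protein value of -0.023 without the siFLuc IFN 8 h library numbered 2. A pseudocount of 0.1 moved no count by more than 1.5 times.

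Same-numbered libraries deviated together (r 0.115 to 0.508), though those numbered 1 and 2 alone did so little (r -0.012 to 0.156). The block on the column number takes up such differences. It raised the IFN counts to 2047 lower (siFLuc, 8 h), 1794 higher and 2532 lower (siFLuc, 12 h), 3278 lower (siBOP1, 8 h), and 1826 higher and 2661 lower (siBOP1, 12 h). The BOP1 siRNA counts rose to 949 higher and 415 lower (mock, 8 h), 693 and 538 (mock, 12 h), 799 and 616 (IFN, 8 h) and 347 and 259 (IFN, 12 h). The time by IFN counts became 2 higher and 2 lower in siFLuc cells and 1 and 3 in siBOP1 cells. Under it the lists kept their call, and so did the named genes in the comparisons they were named for. In other comparisons 9 of their values passed the threshold only with the block. Among them were BOP1 under IFN at 12 h (adjusted p 0.0205 in siFLuc and 0.0479 in siBOP1 cells) and ACO1 for time by IFN in siBOP1 cells (0.00238).

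With the replicate number as a block, which leaves replicates 1 and 2, IFN lowered 1584 genes (siFLuc, 8 h), 2094 (siFLuc, 12 h), 2477 (siBOP1, 8 h) and 2439 (siBOP1, 12 h, with 1739 higher). The BOP1 siRNA lowered 199 (mock, 8 h), 171 (mock, 12 h, with 225 higher), 290 (IFN, 8 h, with 456 higher) and 95 (IFN, 12 h). Time by IFN gave 5 higher and 3 lower genes in siFLuc and 1 higher in siBOP1 cells. The same libraries without the block gave 1389, 1821 and 2197 lower genes under IFN (siFLuc 8 h, siFLuc 12 h, siBOP1 12 h), 370 higher and 219 lower with the BOP1 siRNA under IFN at 8 h, 1 higher for siRNA by IFN at 8 h, and for time by IFN 5 higher and 2 lower in siFLuc and 1 higher in siBOP1 cells. In both fits 4 values reversed: PES1 in mock cells at 12 h (0.002), the ISG interaction at 12 h (-0.029), and the p53 list under IFN at 8 h (-0.004) and 12 h (0.021). None of these was past the threshold in either fit. With the replicate block CDKN1A in mock cells at 8 h passed the threshold (0.395, adjusted p 0.038, against up to 0.695 over the settings and up to 0.865 leaving out 1 library). It no longer called STARD10 in mock cells at 8 h (0.759), BDKRB2 in mock cells at 12 h (0.830) or DPM3 under IFN at 12 h (-1.036), and the fit without it STARD10, RRAD under IFN at 12 h (0.876) or DPM3 in the same comparisons. Both leave out the libraries numbered 4.

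With only the groups compared, fewer libraries estimated the variance. IFN counts fell to 435 lower (siFLuc, 8 h), 668 higher and 283 lower (siFLuc, 12 h) and 673 lower (siBOP1, 12 h). In siBOP1 cells at 8 h they rose slightly instead, from 962 higher and 1464 lower to 987 and 1514. The BOP1 siRNA counts became 17 higher and 24 lower (mock, 8 h), 2 and 8 (mock, 12 h), 11 and 12 (IFN, 8 h), and 0 and 1 (IFN, 12 h, with 1444 genes at an unadjusted p under 0.05 in the fit of all 24 libraries). Time by IFN in siFLuc cells gave 1 higher gene. BOP1 under IFN at 12 h stayed at -1.92 with an adjusted p of 0.224, and 19 other values of named genes were weaker.

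Quantile normalization gave 1558 genes lower under IFN (siFLuc, 12 h), 168 (mock, 8 h) and 171 (mock, 12 h) lower with the BOP1 siRNA, 0 lower for time by IFN in siFLuc cells (575 at an unadjusted p under 0.05 without it), WDR12 at -0.005 in mock cells at 8 h, and the p53 list in mock cells at 12 h at 0.080, past the threshold (adjusted p 0.0399, range 0.0399 to 0.429 over the settings and 0.00514 to 0.843 leaving out 1 library). Median-of-ratios rescaling gave 737 lower under IFN (siBOP1, 8 h), WDR12 at -0.008 and 0 lower for time by IFN in siFLuc cells. Without a filter STARD10 in mock cells at 8 h did not pass, siRNA by IFN at 8 h gave 3 higher and 1 lower genes, and time by IFN 2 higher in siFLuc and 1 higher and 1 lower in siBOP1 cells. Without the eBayes trend, time by IFN in siBOP1 cells gave 1 lower gene. At a mean of 5 TPM the p53 list in mock cells at 12 h was 0.080, also past the threshold. For these settings the cause was not tested.

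Across the fits that each left out 1 library, genes lower under IFN ran from 428 to 659 (siFLuc, 8 h), 587 to 1332 (siFLuc, 12 h), 793 to 1210 (siBOP1, 8 h) and 665 to 1448 (siBOP1, 12 h). With the BOP1 siRNA, higher genes ran from 88 to 190 and lower from 50 to 68 (mock, 8 h), 31 to 116 and 43 to 101 (mock, 12 h), 82 to 144 and 41 to 89 (IFN, 8 h), and 15 to 71 and 17 to 57 (IFN, 12 h). The lowest came without the siBOP1 library numbered 4 in mock cells, without the siBOP1 library numbered 2 under IFN at 8 h, and without the siFLuc library numbered 1 under IFN at 12 h. Time by IFN in siFLuc cells gave 0 to 1 lower genes.

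Single libraries decided several small values. The ISG list ran from 0.021 to 0.087 with siBOP1 in mock cells at 8 h and passed the threshold in 1 of 6 fits (adjusted p 0.0181), its interaction from 0.009 to 0.117 at 8 h and from -0.067 to 0.055 at 12 h. The p53 list ran from 0.060 to 0.150 (mock, 8 h), -0.057 to 0.215 (mock, 12 h), -0.056 to 0.039 (IFN, 8 h) and -0.185 to 0.199 (IFN, 12 h). Its call in mock cells at 8 h was lost in 3 of 6 fits (adjusted p up to 0.0854), and it passed in 3 of 6 in mock cells at 12 h and in 2 of 6 under IFN at 12 h (lowest 0.000504). WDR12 ran from -0.1 to 0.1 (mock, 8 h), -0.212 to 0.005 (IFN, 8 h) and -0.188 to 0.090 (IFN, 12 h), MDM2 from -0.566 to 0.319 (mock, 12 h) and -0.659 to 0.374 (IFN, 12 h), and CDKN1A from -0.173 to 0.322 (IFN, 12 h). For MDM2 and the p53 list at 12 h, and CDKN1A under IFN at 12 h, the lowest came without the siBOP1 library numbered 4 and the highest without the siFLuc library numbered 4. TPM keeps no depth, so counting error could not be separated from other variation.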

Other observations

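The tests of stress, hypoxia and p53 lists, of a single aberrant library, of ribosome biogenesis and ribosomal protein transcripts under IFN, and all tests of the 7-mer except the scan itself were chosen only after the result was seen. How the values were read was revised after they were seen for the ribosomal protein list without the 7-mer and for ribosome biogenesis transcripts under IFN.

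The 12 h libraries numbered 4 differed from those numbered 1 and 2 in 6481 genes, 5021 higher and 1460 lower, of which 238 changed by at least 1 on the log2 scale. Removing a trend on transcript GC content and length left 5206 of 6472 genes, rescaling without mitochondrial genes left 5626, and median-of-ratios rescaling left 5336, which argues against each as the whole cause. Another harvest time was argued against for the IFN libraries. Their difference had a Spearman rho across genes of -0.06 with the change from 8 h to 12 h in mock libraries numbered 1 and 2. The mock libraries numbered 4 were not tested in this way. A single aberrant library was argued against, since each of the 4 libraries correlated with the mean of the other 3 across genes (lowest r 0.50, highest 0.62). Genes are not independent replicates. In gene lists without the members seen before, the median difference was 0.76 for targets of the stress factor ATF4 (28 genes, random lists 0.02 to 0.22), 0.48 for heat shock genes, 0.42 for p53 targets and 0.21 for ER chaperones, the last reached by 1.70% of random lists. Hypoxia genes stood at -0.35, and at -0.47 in the same contrast at 8 h. Each of the first 4 lists was above 0 in 4 of 4 groups. Random lists over all groups ran from -0.05 to 0.14 for heat shock genes. They ran from 0.04 to 0.22 for p53 targets and from -0.01 to 0.21 for ER chaperones. The lowest group medians of p53 targets and ER chaperones lay inside these ranges, so 4 of 4 says little for those lists. The group medians ran from 0.57 to 1.00 for ATF4 targets and from 0.19 to 0.47 for p53 targets. They ran from 0.09 to 0.31 for ER chaperones and, unevenly, from 0.16 to 1.41 for heat shock genes. The heat shock value may thus rest mostly on part of the set, possibly on 1 library (siFLuc mock 12 h), where HSPA6 and HSPA1A stood out. These values are consistent with cells of that set having been under stress at harvest, such as from nutrient supply or handling, which may be a difference between culture batches. Library preparation at another date stays open, since the labels give no batch.

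Among single genes in that contrast, chosen after their values were seen, DDIT3 differed by 2.94, GDF15 by 2.50, SESN2 by 2.18, HERPUD1 by 1.68, MDM2 by 1.44 and HILPDA by -1.82. HSPA1A, which has a near-identical paralog, lay between 665 and 1566 TPM in the 12 libraries of 8 h and between 183 and 380 TPM in 11 libraries of 12 h. It was 1445 TPM in the siFLuc mock 12 h library numbered 4. HSPA6 was 231 TPM there, against 0.235 to 0.297 TPM in the other 12 h libraries numbered 4. No explanation was tested for the HSPA1A difference between times.

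Genes lower with the BOP1 siRNA carried the 7-mer GCCAGTT in their 3′ UTR more often than other genes. Its z was -17.22 (1247 genes with it, family-wise permutation p 0.001, the smallest that 1000 permutations give), against a threshold of -4.42. In mock cells at 8 h and 12 h and under IFN at 8 h and 12 h, 60%, 57%, 50% and 69.4% of the lower genes carried it, against 9.89%, 9.87%, 9.93% and 10.1% of the others. The median change of genes with it was lower than that of genes without it by -0.09, -0.09, -0.09 and -0.07, and was lower in 12 of 12 pairs of libraries. General UTR composition was argued against, since the lowest z of other 7-mers of the same bases was -7.72, for TGCCAGT, which overlaps it. An origin in the libraries numbered 4 was argued against, since the highest difference over the pairs numbered 1 and 2 was -0.04. The 7-mer occurs in 3 of 6 annotated BOP1 transcripts (chromosome 8, 144264742 to 144264748, minus strand), where 13.1% of random sequences of 2303 nt would hold a given 7-mer. A candidate explanation is a guide strand of the BOP1 pool acting on seed matches, as microRNAs do. The sequences of the pool are not given in the labels, so this stays a hypothesis. Part of the genes lower with this siRNA, XRCC6, DPM3, UNG and CDCA7L among them, may thus not follow from the loss of BOP1.

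On the higher side the strongest 7-mer was GTTATGT (z 6.14, threshold 4.62, family-wise permutation p 0.001). Its median difference ran from -0.02 to 0.05 and was above 0 in 10 of 12 pairs. A seed match of the control siRNA could give this, but the effect is small and that siRNA's sequence was not used here.

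The lower ribosome lists were weighed against the same explanations. Random lists were matched on length, GC content and expression. Of 10000, 0 had a median as low as -0.120 for ribosomal proteins or -0.172 for ribosome biogenesis factors. This argues against those properties as the cause, as far as the random lists matched. How closely they matched was not measured. Without genes that carry the 7-mer GCCAGTT, the ribosome biogenesis list stood -0.182 below the other genes, against -0.181 with them. This argues against matches to this 7-mer as the cause. For the ribosomal protein list the value was -0.134, against -0.125 with them. Of the 57 members with a 3′ UTR in use, 7 carry it, which argues against this 7-mer for those 57 members. The members without a 3′ UTR in use (57 of 79 had one) were not covered by this test. Some of them may have an annotated 3′ UTR that was too short to be used. Nor were seed matches of other guide strands in the pool or of the control siRNA, for either list. A response to BOP1 loss may be among the causes, as may any effect of transfecting this pool, since 1 pool was used.

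Other splits of the 6 libraries of each comparison were counted, where 10 splits are possible and no share under 0.1 can be reached. For the number of genes called, 1 of 10 splits, the real one, gave as many in each of the 8 comparisons. For the ISG list under IFN it was also 1 of 10 in each of the 4 comparisons. With siBOP1 in mock cells, 5 (8 h) and 8 (12 h) of 10 splits gave an ISG difference as large. In the order mock 8 h, mock 12 h, IFN 8 h and IFN 12 h, the counts were 2, 3, 5 and 7 of 10 for ribosomal proteins, 1, 1, 2 and 2 for ribosome biogenesis factors, and 3, 5, 9 and 7 for p53 targets. Among the 4 splits that part the 3 same-numbered pairs, as the real one does, the ribosomal protein counts were 1, 1, 2 and 2 and the ribosome biogenesis counts 1, 1, 1 and 1. The other splits put same-numbered libraries together, so they carry the difference between numbers. With the column number as a block, the camera adjusted p of the ribosomal protein list was 8.05e-30, 6.33e-14, 6.29e-09 and 4.15e-09.

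Ribosome biogenesis transcripts were also lower under IFN, with medians of -0.095 (siFLuc, 8 h), -0.196 (siFLuc, 12 h), -0.153 (siBOP1, 8 h) and -0.118 (siBOP1, 12 h). In the same order, the other genes had medians of -0.094, -0.061, -0.142 and -0.075. At 8 h the list was thus nearly level with the other genes, at -0.001 (siFLuc) and -0.011 (siBOP1) from them. Of 10000 random lists matched on expression, 28.1%, 0%, 4.67% and 2.73% had a median as low. A common shift of the TPM scale for transcripts of this abundance may thus account for the siFLuc 8 h value. It was argued against for siFLuc cells at 12 h, where the random lists ran from -0.119 to -0.008. For siBOP1 cells it cannot be told apart, because both medians lay inside the range of random lists (-0.159 to -0.063 at 8 h and -0.119 to -0.008 at 12 h), and the 12 h median was 0.053 for the libraries numbered 4. In the same order, the ribosomal protein list had medians of -0.110, -0.185, -0.018 and -0.148, and 0%, 0.03%, 84.6% and 0.08% of random lists were as low. Set against transcripts of like abundance, this argues against the same shift as the whole cause in siFLuc cells at 8 h. There the medians by column number (-0.152 to -0.084) lay below the random lists (-0.068 to 0.007). Yet the list stood only -0.016 below all other genes there, so a fall beyond that of genes at large is not shown. At 12 h it stood -0.124 (siFLuc) and -0.073 (siBOP1) below them. The argument from random lists is less firm at 12 h, because number 1 lay inside the random range. Its medians were -0.128 in siFLuc (range -0.140 to -0.016) and -0.064 in siBOP1 cells (-0.118 to -0.007). Numbers 2 and 4 stood at -0.241 and -0.209 in siFLuc and -0.162 and -0.250 in siBOP1 cells. In siBOP1 cells at 8 h the shift may account for the value, which stood 0.126 above the other genes. The median there was -0.051, -0.117 and 0.070 for numbers 1, 2 and 4. Of the 79 members of the ribosomal protein list, 9, 24, 6 and 20 were called lower.

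The topic of the series led to a test of codon composition. Across the 101 ISG list members, the siRNA by IFN interaction correlated with GC content at the third codon position at Spearman rho -0.12 at 8 h and 0.11 at 12 h (permutation p 0.249 and 0.255, adjusted 0.255 for both) and at Pearson r -0.09 and 0.15 (0.372 and 0.126, adjusted 0.372 and 0.252). These are correlations across genes, which are not independent replicates. An effect on transcript levels by codon composition cannot be told apart from none, because neither time passed and the interaction itself was near 0. Translation was not measured in these libraries. The median GC content at the third position was 59.6% for the list, and 52.7% to 64% for random lists matched on expression.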
